A study of Mus musculus and blank sample with 191 samples. Its data were reported in "TRα1 mutant suppresses KLF9 to cause endometrial metaplasia with ectopic IL-33 expression leading to uterine fibrosis and infertility" (2025).

How the data were processed

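The deposited count table holds expected counts from the authors' pipeline, with 0 replaced by 1, for 19962 targets and 189 regions besides a negative-probe row. Its target counts were 0 before that replacement in 1.28% of cases, and in 0.601% for the targets kept. The deposited normalised table holds signal values from the authors, which are the counts of a region divided by its own third-quartile factor (Q3), for 14882 targets. The factor was the same for all targets of a region to a relative spread of 1.63e-10. The per-region count files hold probe counts with true zeros for 20175 probes, of which 216 matched no target, and 19959 targets equalled 1 probe while 3 did not. The median was 7.67 aligned reads per count. The negative-probe row held 5.27e-04% of the table total and was dropped. The authors describe Q3 normalisation, a target filter on detection above negative probes and tests over regions, with GeomxTools and Seurat, whose versions are left out here. The genome build behind the probes is not given in the sources used here. Probe sequences and positions were not used here, so gene locations are those of the named gene in GENCODE vM21 on GRCm38. The labels name 14 animals, while the design text names 13, and the 14 animal numbers of the labels were used. Mucosa and glands are not separated by the labels, so all epithelium was pooled. Ages carry no unit in the labels and were read as months.

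The groups, comparisons, gene lists, named genes and alternatives were fixed before the data were examined, apart from those listed below as added. Raw counts were summed over the regions of a mouse in a compartment and rounded. The genes were the 14881 of the authors' filtered table. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM scaling in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes and an adjusted p threshold of 0.05. Per-mouse values are log2 CPM with a prior count of 2. The biological coefficient of variation was 0.242 in epithelium and 0.296 in stroma. Compartments were compared within mice, with the mouse as a block, and the genotype by compartment term was fitted in the same paired model. The deviations of a mouse's epithelium and stroma sums from their group means correlated at 0.167 to 0.597 (median 0.369, 14 of 14 mice over 0.1), against a median of -0.0606 between different mice. The age classes were under 5 months and from 5 months, and genotype by age was tested as a difference of genotype effects. Exact permutation tests compared group means over all divisions of the mice into groups of the same sizes. No 2 regions were copies of each other.

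Genes were named by rule: genes chosen from the study's text beforehand, then, for genotype over all ages, the 5 genes with the largest change in each direction among those called with every PV mouse on the same side of the WT median, and for the other comparisons the 3 genes with the lowest p in each direction among those called. Krt8, Epcam, Col1a1 and Dcn served as a check of the compartments. In this list 22 genes were tested where kept, in both compartments, and given list: adjusted over the list alone means Benjamini-Hochberg over its 34 tests. Each of 14 gene lists was scored as the mean log2 CPM of its kept members, with at least 3 members, by exact permutation with adjustment over 26 tests. The lists had 8 of 25 squamous, 12 of 12 columnar, 7 of 10 gland, 10 of 10 fibroblast, 7 of 8 smooth muscle, 12 of 12 fibrosis, 7 of 12 T cell, 7 of 9 B and plasma cell, 10 of 10 macrophage, 16 of 16 proliferation, 8 of 10 thyroid hormone, 10 of 11 estrogen, 9 of 10 progesterone and 2 of 6 erythroid members kept. They were also tested by camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one.

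Alternatives chosen beforehand were DESeq2 1.42.0 on the same sums, upper-quartile scaling, filterByExpr over all targets, no gene filter, subtraction of the negative-probe level, limma on per-mouse means of log2 Q3 values with a pseudocount of 1, limma over regions with the mouse as a random block, an edgeR likelihood ratio test over regions as independent samples, each plate alone, age as a covariate, mice aged 4 to 6.3 months, mice with at least 2 regions, a log2 fold change over 0.5, an adjusted p under 0.1, the 5.0-month mouse in the younger class or left out, only the mice of an age class, no replicate block, each mouse left out, z-scores, mean Q3 scores and camera. DESeq2 gave no adjusted p for 7799 genes in epithelium and 2629 in stroma, which its own filter removed. Added after the data were seen were probe counts with true zeros, limma over regions as independent, a robust prior, all members of a list, the run of animal numbers, the share of receptor-probe counts and the columnar score as covariates, the stretch of second-plate wells left out, and DESeq2 and limma on the first plate. Labels were not re-assigned in any of them.

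The tests were run on simulated data, regions drawn for the real mice, region numbers and depths from the fitted means and the fitted spread between mice and between regions. In these, 200 of 14881 genes were changed, 50 each by 4 fold sizes of which the largest was 4. Each simulated region carried the effect of its own label, and genes were drawn independently of each other. Recovery over both plates thus leaves out any difference that wrong labels of real regions would hide. In epithelium edgeR recovered 13, 38, 50 and 50 genes by rising fold size with 8 unchanged genes called, and in stroma 2, 31, 49 and 49 with 7. On the first plate it recovered 5, 30, 48 and 50 in epithelium and 0, 15, 40 and 49 in stroma. DESeq2 recovered 13, 40, 49 and 50 in epithelium with 8 unchanged genes called, and 7, 35, 49 and 49 in stroma with 24. Limma on per-mouse means recovered 4, 31, 40 and 44 in epithelium. For genotype by compartment edgeR recovered 3, 8, 38 and 43, for older epithelium 2, 13, 40 and 47, for genotype by age in epithelium 1, 3, 10 and 25, for older stroma 0, 9, 28 and 38, and for genotype by age in stroma 0, 0, 2 and 3. For compartments it recovered 24, 48, 50 and 49. Over regions as independent samples 1281 unchanged genes were called by the likelihood ratio test in epithelium and 826 in stroma, and 997 and 557 by limma. With the mouse as a random block 192 were called in epithelium.

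The genotype labels were also set to 100 divisions of the mice into groups of the same sizes, the real one included, drawn with seed 1. For compartments the labels of the 2 sums were swapped within sets of mice. Age classes have groups under 3 mice and were not divided in this way. To test for noise and depth, sums were thinned at random to the count of 1 mouse. Values per mouse were screened for outliers in groups of 4 to 10 mice, and the interaction tests of Klf9, Il33 and Thra were adjusted over 18 tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The images, sequence reads and 1 well of the second plate were not used here.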

Results

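Spatial whole-transcriptome profiles (GeoMx) were collected from 189 tissue regions of the mouse uterus on 2 plates, 95 regions on the first and 94 on the second. The regions came from 6 mice heterozygous for the PV mutation of thyroid hormone receptor alpha 1 (Thra1PV/+, here PV) and 8 wild-type (WT) mice, aged 2.4 to 9.0 months. They were labelled epithelium (55 PV and 62 WT) or stroma (38 PV and 34 WT). A region held 56046 to 3137810 counts with a median of 708076. The group medians were 724380 in PV epithelium, 794726 in WT epithelium, 539676 in PV stroma and 626750 in WT stroma. The 2 no-template controls held 1 count each. Counts were summed per mouse and compartment, so the mouse was the replicate, and the sums ran from 55661 to 18467400 counts in epithelium and from 76398 to 7933150 in stroma. PV2 had 1 region per compartment. Per-mouse sums, edgeR with TMM scaling, the age classes, the comparisons and most alternatives were chosen before the data were examined. All tests were two-sided.

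Compartment labels were compared with marker genes, as the mean log2 of 12 columnar epithelium genes minus that of 10 fibroblast genes in each region. The 60 regions of the first plate labelled epithelium lay at 0.01 to 3.51 (median 1.97) and the 35 labelled stroma at -5.45 to -2.52 (median -4.08), so 95 of 95 regions lay on the side of their label. On the second plate 55 of 94 did and 39 lay on the other side of the first-plate midpoint of -1.25. Of these 39, 36 lay in a stretch of 57 neighbouring wells, in which 21 of 57 regions lay on the side of their own label and 57 of 57 on the side of the label of the next well. In the rest of the second plate 34 of 37 regions lay on the side of their own label. Epithelium and stroma in the values that follow are the compartments as labelled. Values of the first plate are given beside those of both plates for part of the results only. Where none is given, the value includes the wells of this stretch. Its labels name PV1, PV3, PV4, PV5, PV6, WT2, WT3, WT4 and WT5, so it falls unevenly on the genotypes. The stretch was bounded after the values of the second plate had been seen.

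**Figure D1:**
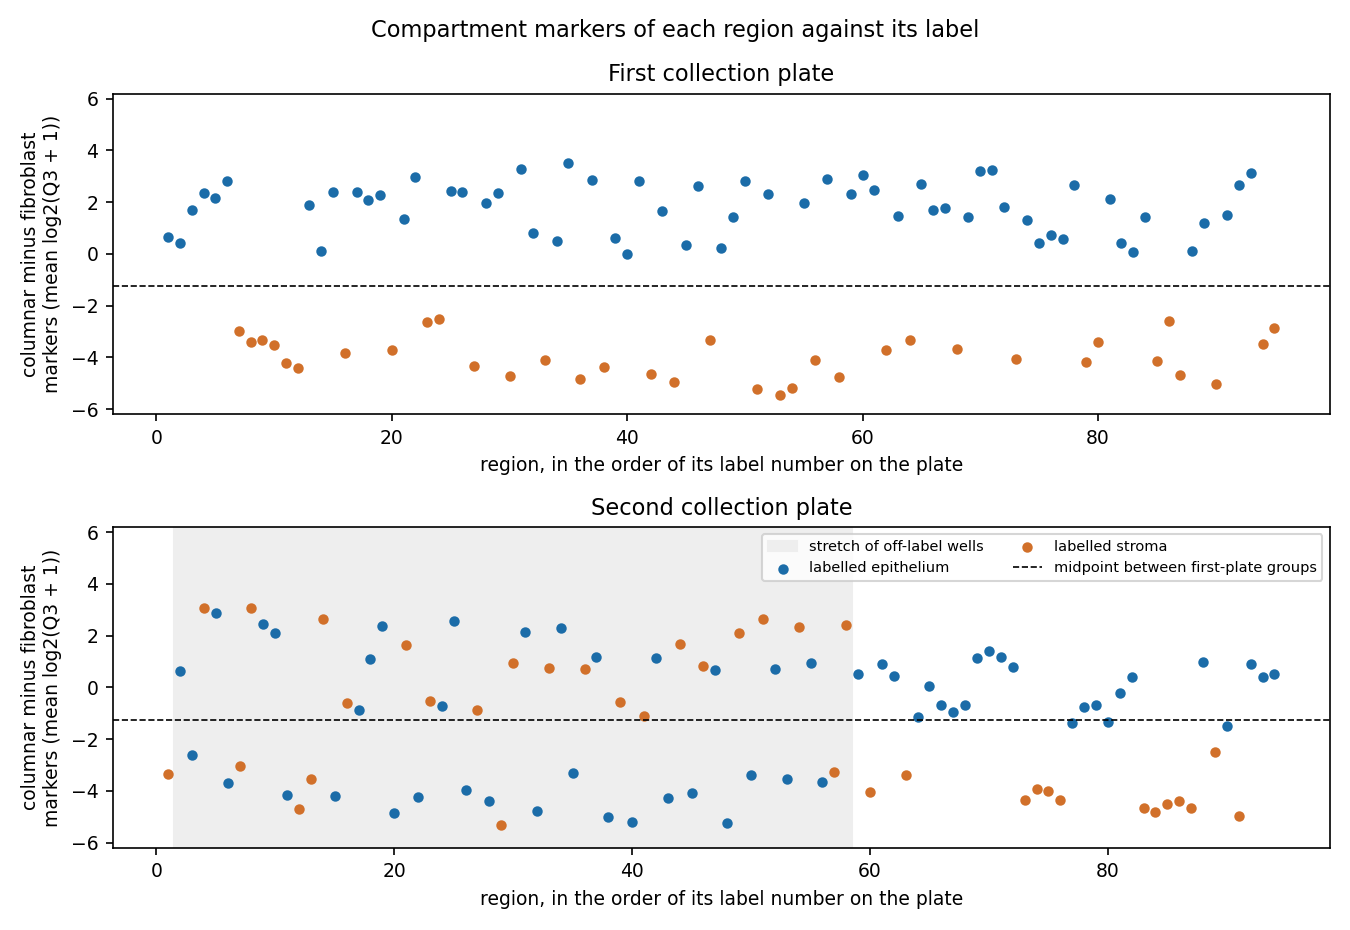
Columnar minus fibroblast markers (mean log2 of the Q3 value + 1) of each region against the order of the regions, for the first and second plate, with 1 point per region coloured by labelled compartment. The dashed line is the first-plate midpoint of -1.25 and the grey band is the stretch of 57 wells, in which 21 of 57 points lay on the side of their own label.

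Between the compartments of the same mice, edgeR called 5631 of 14881 genes at an adjusted p under 0.05, 2507 higher in epithelium and 3124 higher in stroma. DESeq2 called 6376 and limma on per-mouse means 5581. The choice of plate moved this count most, from 9398 on the first plate alone (4299 higher in epithelium and 5099 in stroma) to 0 on the second plate alone. Krt8 (GRCm38 chromosome 15, 101996698 to 102004482, minus strand) was higher in epithelium by a log2 fold change of 2.02 ± 0.41 (SE; edgeR adjusted p 0.00146, 11 of 14 mice), and by 4.22 ± 0.17 on the first plate (13 of 13 mice) against 0.57 ± 0.62 on the second. Epcam differed by 1.59 ± 0.42 over both plates and 3.91 ± 0.18 on the first. Dcn (chromosome 10, 97479609 to 97518143, plus strand) gave -1.46 ± 0.28 over both plates, -3.33 ± 0.19 on the first and 0.09 ± 0.47 on the second. Col1a1 gave -1.23 ± 0.26, -2.93 ± 0.16 and 0.24 ± 0.43 in the same order. The 3 genes with the lowest p in each direction were Arl14 (1.14 ± 0.15), Cyp2f2 (1.94 ± 0.26) and Gpd1 (0.68 ± 0.09) in epithelium and F2r (-1.04 ± 0.12), Il2rb (-1.17 ± 0.15) and Cpe (-1.19 ± 0.15) in stroma, each with an edgeR adjusted p of 0.000646. The gene locations are those of GENCODE vM21.

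Between PV and WT mice, edgeR called 0 DEG in epithelium, where 892 genes had an unadjusted p under 0.05 (401 higher and 491 lower in PV). DESeq2 called 30 DEG (4 higher and 26 lower) and limma on per-mouse means called 0. The lowest adjusted p of edgeR was 0.379, for Sult1d1 (chromosome 5, 87554645 to 87569027, minus strand; log2 fold change -2.17 ± 0.38). In stroma edgeR called 0 DEG with 702 at an unadjusted p under 0.05 (295 higher and 407 lower), DESeq2 called 13 (5 higher and 8 lower) and limma on per-mouse means called 0. The lowest adjusted p of edgeR in stroma was 0.176, for Vgll3 (chromosome 16, 65815257 to 65866368, plus strand; -1.08 ± 0.18). The treatment of single regions as independent samples moved these counts most. The likelihood ratio test over regions gave 1692 DEG in epithelium, 819 in stroma and 305 in both with the same direction, against 50.0 for independent lists with these numbers higher and lower. Limma over regions gave 1064, 480 and 150, against 19.8 in the same direction for independent lists. Both compartments come from the same mice, so independent lists are not the overlap to expect without a genotype effect. Of 100 divisions of the mice, the real one included, 40 gave a limma overlap of at least 150. The overlap of 305 was not compared with divisions. With the first plate alone edgeR called 0 DEG in epithelium, with 1223 at an unadjusted p under 0.05 (657 higher and 566 lower). DESeq2 called 28 there (17 higher and 11 lower) and limma on per-mouse means called 0. The lowest adjusted p of edgeR there was 0.116, for Tead2 (chromosome 7, 45215753 to 45233644, plus strand; 1.16 ± 0.19). In first-plate stroma edgeR called 0 DEG, with 524 at an unadjusted p under 0.05 (316 higher and 208 lower). DESeq2 called 2 (Sult1d1 and Klf9, both lower) and limma on per-mouse means called 1 (Klf9, -1.64, adjusted p 0.0365). In both compartments the balance of the unadjusted edgeR genes was thus the reverse of that over both plates. Sult1d1, Vgll3 and Tead2 were named after their values were seen.

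**Figure D2:**
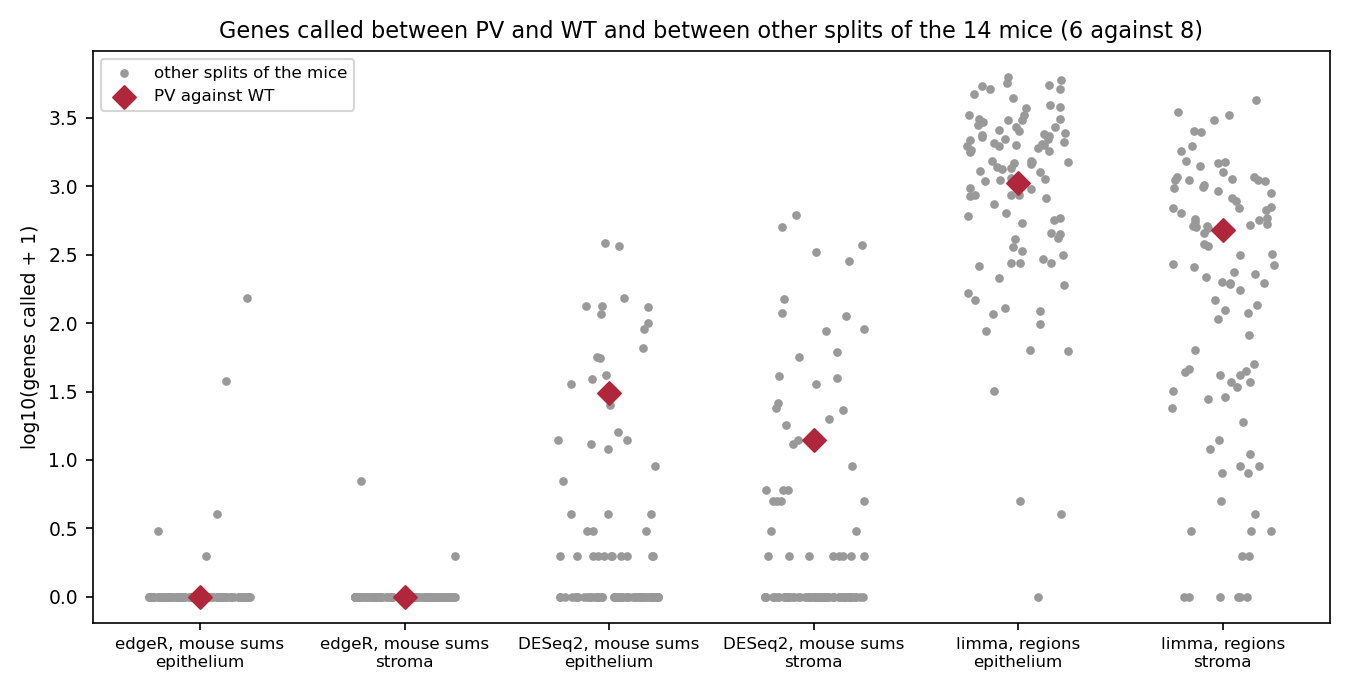
Number of genes called (log10 of the count + 1) in labelled epithelium and stroma by edgeR and DESeq2 on per-mouse sums and by limma over regions. Grey points and the red diamond of PV against WT are 100 divisions of the 14 mice into groups of 6 and 8, in which PV against WT gave 0, 30 and 1064 genes in epithelium and 0, 13 and 480 in stroma.

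Genotype by compartment effects were called for 0 genes by edgeR (1377 at an unadjusted p under 0.05), for 30 by DESeq2 and for 0 by limma on per-mouse means. For Klf9 the genotype effect in epithelium minus that in stroma was 0.77 ± 0.30, with p 0.0933 after adjustment of the edgeR p-values over the 18 interaction tests of Klf9, Il33 and Thra. It was 0.26 ± 0.29 on the first plate. For Il33 the same difference was -0.08 ± 0.30 over both plates and 1.40 ± 0.37 on the first plate, with an edgeR p of 0.0226 adjusted over the 18 tests and 0.574 over all genes.

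Mice were divided at 5 months into a younger class (4 PV and 2 WT) and an older class (2 PV and 6 WT). In epithelium edgeR called 0 DEG in the younger class (1877 at an unadjusted p under 0.05, DESeq2 13, limma on per-mouse means 0) and 0 in the older class (732, 7 and 0 in the same order). In stroma it called 0 DEG in the younger class (945, 6 and 0) and 0 in the older (1156, 45 and 0). Genotype by age effects were called by edgeR for 0 genes in epithelium (770 at an unadjusted p under 0.05, DESeq2 0, limma 0) and for 0 in stroma (1106, 5 and 0). The likelihood ratio test over regions moved the counts of epithelium most, to 2839 in younger and 217 in older mice, with 72 in both, and that of younger stroma to 1790. Older stroma had 132 in that test, 36 of them shared with younger stroma, and moved most without WT5, to 679. With first-plate regions alone edgeR called 1 DEG in younger epithelium, Sgk1 (chromosome 10, 21882184 to 21999903, plus strand; -3.17 ± 0.41, adjusted p 0.0155), which was named after its value was seen. Over both plates Sgk1 had a log2 fold change of -2.83 ± 0.47 and an edgeR adjusted p of 0.193.

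Klf9 (chromosome 19, 23141226 to 23168134, plus strand) was lower in PV than in WT mice. In stroma it stood at 5.40 ± 0.74 log2 CPM in PV (mean ± SD, n = 6 mice) and 7.03 ± 0.49 in WT (n = 8), with 6 of 6 PV mice below the WT median (exact permutation p 0.000999). The edgeR log2 fold change was -1.46 ± 0.31, with an adjusted p of 0.955 over all genes and 0.00844 as a given list: adjusted over the list alone. In epithelium it stood at 4.94 ± 0.72 in PV (n = 6) and 5.87 ± 0.28 in WT (n = 8), with 5 of 6 PV mice below the WT median (exact permutation p 0.00566). The edgeR log2 fold change was -0.65 ± 0.23, with an adjusted p of 0.712 over all genes and 0.110 over the list alone. Klf9 in first-plate epithelium was 4.32 ± 0.48 in PV (n = 6) and 5.52 ± 0.32 in WT (n = 8), with 0 of 6 PV mice above the WT median and an exact permutation p of 0.000333, the smallest that 3003 splits can give. The edgeR log2 fold change there was -1.09 ± 0.21 (adjusted p 0.120 over all genes and 0.00219 over the list alone). In first-plate stroma it was 5.79 ± 0.73 in PV (n = 6) and 7.36 ± 0.27 in WT (n = 7), with 0 of 6 above the WT median (exact permutation p 0.00117), and the edgeR log2 fold change was -1.31 ± 0.28 (adjusted p 0.579 over all genes and 0.00299 over the list alone). The ratios of WT to PV were 1.57 in epithelium and 2.75 in stroma over both plates, and 2.13 and 2.49 on the first plate. The test over regions as independent moved the adjusted p of Klf9 most. Over the alternatives other than leave-one-out it ran from 0.000607 to 0.944 in epithelium, with log2 fold changes of -1.18 to -0.57, and from 6.51e-06 to 1.00 in stroma, with -1.64 to -0.91. By age class Klf9 differed by -0.44 under 5 months and -0.97 from 5 months in epithelium, and by -0.91 and -2.36 in stroma. These were -1.11 and -1.24 in first-plate epithelium and -0.77 and -2.09 in first-plate stroma. The difference between the age classes in stroma was -1.45 ± 0.58 over both plates and -1.33 ± 0.55 on the first, each with an edgeR p of 0.0933 adjusted over the 18 interaction tests.

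**Figure D3:**
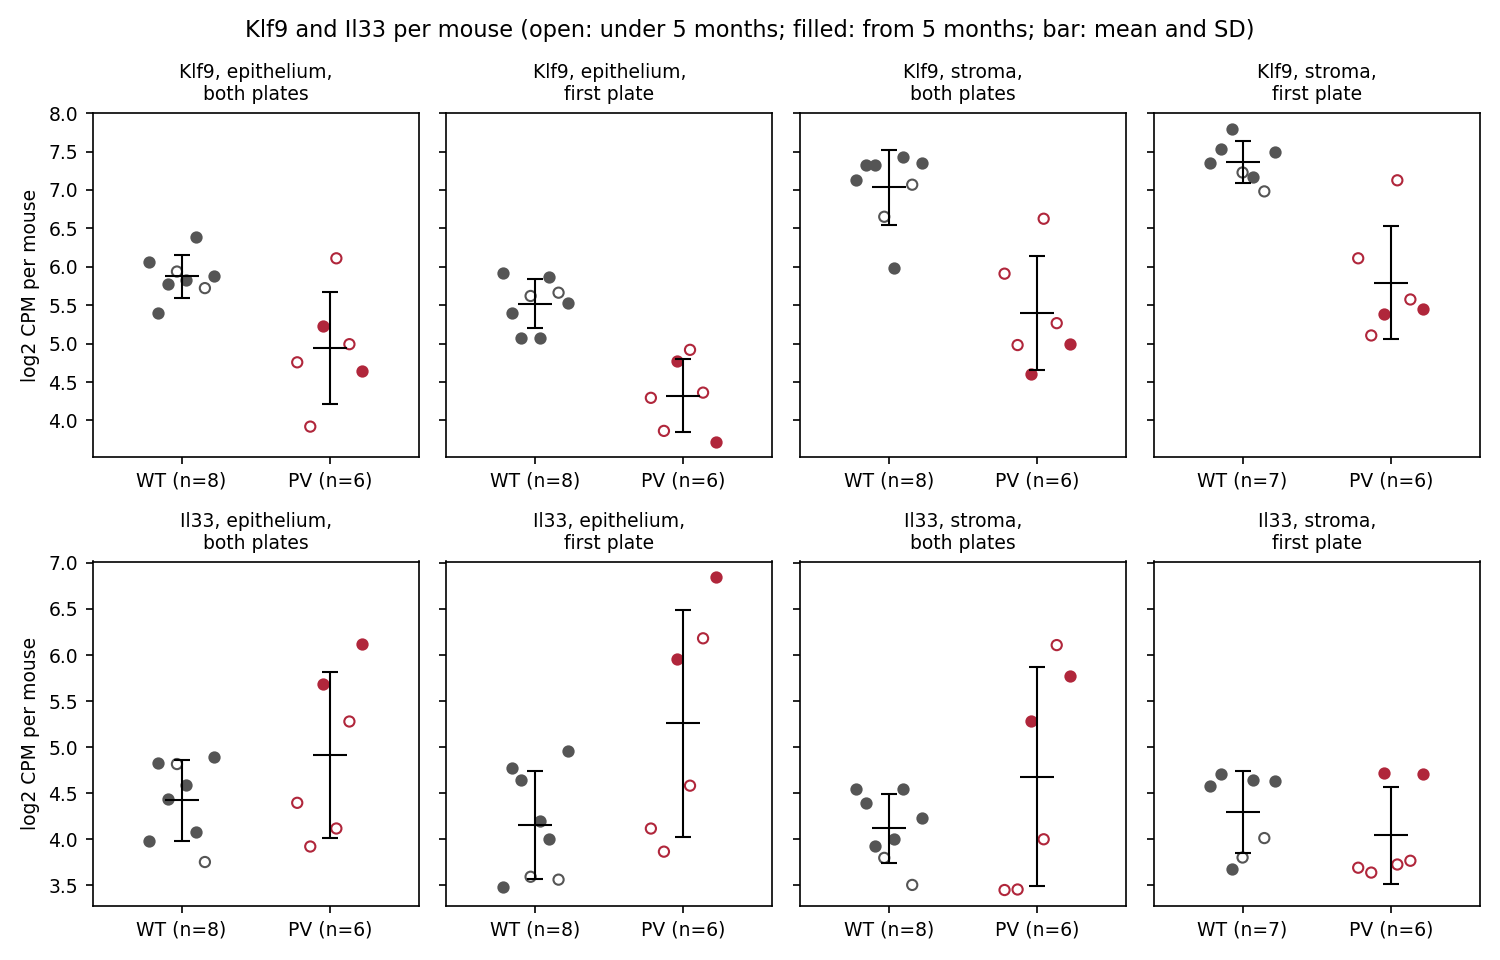
Klf9 and Il33 in log2 CPM of each mouse in labelled epithelium and stroma, over both plates and on the first plate, for WT (n = 8, or 7 in first-plate stroma) and PV (n = 6) mice. Points are mice, open under 5 months and filled from 5 months, bars are mean and SD, and Klf9 means in stroma were 5.40 in PV and 7.03 in WT over both plates.

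Il33 (chromosome 19, 29925114 to 29960718, plus strand) stood at 4.92 ± 0.90 log2 CPM in PV epithelium (n = 6) and 4.42 ± 0.44 in WT (n = 8), with 3 of 6 PV mice above the WT median (exact permutation p 0.202) and an edgeR log2 fold change of 0.80 ± 0.30 (adjusted p 0.740). The choice of plate moved it most, to 1.54 ± 0.40 on the first plate (5 of 6 above, exact permutation p 0.0450, adjusted p 0.364 over all genes and 0.0131 over the list alone) and 0.01 ± 0.32 on the second. From 5 months the difference in epithelium was 1.44, and 2.08 on the first plate. Under 5 months it was 0.23, and 1.48 on the first plate. The difference between the age classes was 1.20 ± 0.48 over both plates (edgeR p 0.0933 adjusted over the 18 interaction tests) and 0.60 ± 0.69 on the first. In stroma Il33 differed by 1.03 ± 0.37 over both plates (exact permutation p 0.232) and by -0.20 ± 0.28 on the first (exact permutation p 0.379).

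Thra (chromosome 11, 98740638 to 98769006, plus strand) differed by 0.56 ± 0.20 in epithelium (edgeR adjusted p 0.717, 5 of 6 PV mice above the WT median, exact permutation p 0.0133) and by 0.50 ± 0.24 in stroma (exact permutation p 0.0912). On the first plate it differed by 0.62 ± 0.28 in epithelium (exact permutation p 0.0626) and 0.99 ± 0.28 in stroma (5 of 6 above, exact permutation p 0.0134, adjusted p 0.0219 over the list alone). Il1b in stroma differed by 1.27 ± 0.53, and by 1.79 ± 0.55 on the first plate (adjusted p 0.0284 over the list alone, exact permutation p 0.534). Of the 22 genes chosen beforehand 17 were kept, which gave 34 tests. Adjusted over that list alone 1 test passed 0.05 over both plates (Klf9 in stroma) and 5 on the first plate (Klf9 in both compartments, Il33 in epithelium, Thra and Il1b in stroma), and over all genes 0 passed on either. The log2 fold changes in epithelium and stroma were 0.12 and 0.19 for Col7a1, 0.46 and -0.09 for Mki67, -0.16 and 0.24 for Esr1, 0.05 and 0.46 for Pgr, 0.03 and -0.17 for Hr, and -0.21 and -0.25 for Thrb. Col6a5, Col17a1, Il9r, Il23a and Dio3 were absent from the filtered table and were not tested in this family.

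Of 14 gene lists 13 had enough kept members for a score, the mean log2 CPM of the list, and the erythroid list had 2 kept members and no score. Over both plates 0 of 26 tests passed an adjusted p of 0.05. In epithelium the scores of PV minus WT mice were 0.43 for squamous genes (exact permutation p 0.0436), 0.07 for columnar, -0.72 for gland (0.0180), -0.33 for fibroblast, 0.15 for smooth muscle, 0.00 for fibrosis, 0.23 for T cell, 0.56 for B and plasma cell (0.0280), 0.06 for macrophage, 0.17 for proliferation, -0.26 for thyroid hormone response (0.0123), 0.18 for estrogen response and -0.38 for progesterone response. In stroma they were 0.30, 1.38, -0.11, -0.42, -0.05, -0.27, -0.12, 0.71, -0.50, 0.20, -0.06, 1.11 and -0.59 in the same order. The lowest adjusted p was 0.182, shared by gland, B and plasma cell and thyroid hormone response in epithelium and progesterone response in stroma. Camera with a preset correlation moved the count most, to 4 lists in epithelium and 6 in stroma. With the first plate alone 1 test passed, thyroid hormone response in epithelium, at 4.36 ± 0.18 in PV (n = 6) and 4.68 ± 0.11 in WT (n = 8), a difference of -0.32 with 0 of 6 PV mice above the WT median (exact permutation p 0.000666, adjusted p 0.0173). The columnar score of stroma differed by 0.03 on the first plate, and estrogen response by 0.22 (exact permutation p 0.464). The B and plasma cell score of stroma differed by 1.30 there (6 of 6 PV mice above the WT median, exact permutation p 0.0181, adjusted p 0.222). Proliferation in epithelium differed by 0.58 (exact permutation p 0.208). The lists called by camera, with a preset correlation of 0.01, were squamous, gland, B and plasma cell and progesterone response in epithelium and 6 in stroma (columnar, fibroblast, macrophage, proliferation, estrogen and progesterone response), and with the correlation estimated from the data it called 0 and 0.

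Between single regions, the median share of the variance of log2 Q3 values that lay between mice was 16.5% over the 4 groups of genotype and compartment, and 14.9% to 19.9% within them. It was 32.8% on the first plate alone and 12.6% on the second, which moved it most. Klf9 varied between the regions of a mouse by a coefficient of variation of 63.8% in PV epithelium, 46.8% in WT epithelium, 48.3% in PV stroma and 32.1% in WT stroma. In first-plate epithelium Dcn differed by -0.94 ± 0.22 between PV and WT mice (exact permutation p 0.000333, the smallest that 3003 splits can give). The stroma share estimated from Dcn was 6.77 ± 2.63% in PV and 11.4 ± 3.29% in WT (exact permutation p 0.0183).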

Values the study reported

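The study reported 629 DEG in uterine epithelium, of which 435 were enriched in WT and 194 in mutant mice, and 191 DEG in stroma, 104 enriched in WT and 87 in mutant mice. It found 61 DEG in both compartments. Between younger and older mice its DEG fell from 470 to 260 in epithelium and from 319 to 124 in stroma, with 21 and 9 DEG shared by both ages. It gave Klf9 as 2.4-fold higher in WT than in mutant epithelium and 3.5-fold higher in stroma.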

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

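The tests of displaced labels and of the interactions were chosen only after the results were seen, and the tests of PV2 and PV3 epithelium and of the members of a list were written before their values were computed. Of 132 groups of mice 11 held a mouse outside the range of its group, 4 of them in PV2, while chance alone gives about 1 in 20 groups.

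PV2, with 1 region in each compartment, had the lowest columnar score of PV stroma over both plates, 4.06 against 6.52 for the next mouse. It has no region on the second plate, where labels of the other mice are displaced, and on the first plate its gap ratio was 0.0325, so the displaced labels likely raised the other mice rather than lowered PV2. PV2 also had the lowest estrogen response score of PV epithelium, 6.54 against 8.23 over both plates and 6.46 against 8.13 on the first plate. Thinned to the count of PV2 the lowest of the other PV sums still scored 8.50 against 7.40, which speaks against its low count as the whole cause. The lowest of 30 other PV regions scored 7.13 against 6.29, which speaks against the spread between single regions. Among WT mice the first-plate score was 5.07 in WT1 and 6.46 in WT4, and from 6.82 in WT7 to 8.60 in WT3 in the others. PV2 was thus low among PV mice but within the range of WT mice. The cause is open, because the place of that region in the uterus was not tested. The columnar score of PV2 epithelium on the first plate was 7.16 against 8.03 for the next mouse. Thinned to its count the lowest of the others scored 8.08 against 7.95, so PV2 stayed lowest but most of the gap was gone. The low count is thus a candidate explanation of most of the gap. Of the other PV regions 13.3% (4 of 30) scored as low, so the spread between single regions is a candidate explanation too.

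WT5 had the highest estrogen response score of WT stroma, 8.72 against 6.77, with a gap ratio of 0.413 on the first plate, which leaves displaced labels open. PV4 had the highest proliferation score of PV epithelium, 6.30 against 5.12, and the gap was 1.52 on the first plate (gap ratio 0.611) against 1.18 over both, which speaks against displaced labels. No biological explanation was tested. WT7 had the lowest smooth muscle score of WT epithelium, 4.42 against 5.16. It was no longer the lowest on the first plate, with a gap ratio of 0, so displaced labels of other WT mice are a candidate explanation there. No region of the displaced stretch has WT7 as its own or next label, so that displacement did not touch WT7 itself.

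In first-plate epithelium PV3 had the highest squamous score, 5.22 against 4.22 for the next PV mouse. Krt5 stood at 7.00 in PV3 against 3.84 in the highest other mouse, Krt14 at 6.32 against 3.55 and Trp63 at 4.43 against 3.55. Of 22 other squamous members 8 were highest in PV3, where chance gives 1.57 with an upper bound of 4, and 6 were highest in PV2. The bound takes members as independent and mice as alike in depth, and PV2 with its low count passed it too. With the deeper mice thinned to the count of PV3, PV3 was highest for 7 of 22, which speaks against counting noise relative to those mice. The 2 mice with fewer counts than PV3 were left as they were. The 8 members were fewer than the 11 of 22 that the test of stratified squamous epithelium in the regions of PV3 asked for, so that explanation stays open.

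PV5 had the lowest B and plasma cell score of first-plate PV epithelium, 3.06 against 4.34, and was lowest for 6 of 7 members. PV4 had the lowest such score of PV stroma, 5.10 against 6.43, and was lowest for 4 of 7 members. A few members of the list therefore do not account for either, and the cause was not tested further. WT1 had the highest progesterone response score of first-plate WT epithelium, 5.63 against 5.01, and was highest for 4 of 9 members, which leaves a few members open as the cause.

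Among 18 interaction tests 5 had an edgeR p under 0.05, and 1 of these after adjustment over the 18. The genotype effect on Klf9 in epithelium minus stroma was 0.77 over both plates and 0.26 on the first plate, so displaced labels are a candidate explanation. The genotype effect on Klf9 in stroma from 5 months minus that under 5 months was -1.45 over both plates and -1.33 on the first plate, which speaks against displaced labels, with 2 PV mice in the older class. The same age difference for Il33 in epithelium was 1.20 over both plates and 0.60 on the first plate, which leaves displaced labels open. The genotype effect on Il33 in epithelium minus stroma was 1.40 on the first plate, in a fit with mice as blocks. Taken as the difference of the 2 separately fitted effects, it was 1.44 at the lowest with 1 mouse left out (PV6), which speaks against a single mouse.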

How the results depend on the processing

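The alternatives first named here as added were chosen after the data were seen: limma over regions as independent, the stretch of wells left out, DESeq2 and limma on the first plate, the run of animal numbers and all members of a list. Apart from mice left out, the 21 results that answer a comparison had 430 alternative values. A count was taken as kept within a ratio of 1.5 (a count of 0 only at 0), a gene or score when it kept its sign and its side of the adjusted p threshold, whatever its size, and the share of variance within the SD of its groups. By this 333 were kept, 14 passed the threshold that the first value missed, 82 moved, 1 changed sign and 0 lost a pass. Of 628 values of 43 single genes and list scores 556 were kept, 22 gained a pass, 9 lost one and 41 changed sign. Where no test is named the cause was not tested. Unless stated, edgeR on per-mouse sums of both plates gave 0 genotype calls. Klf9 kept its negative sign in epithelium (-1.18 to -0.57) and stroma (-1.64 to -0.91) over all alternatives that are not leave-one-out. Whether depth, the spread between mice or the number of mice limits the calls was not tested.

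With DESeq2 on the same sums the genotype calls were 30 in epithelium, 13 in stroma, 13 in younger and 7 in older epithelium, 6 in younger and 45 in older stroma, 5 for genotype by age in stroma (Adamts5, Filip1l, G6pc3, Ndrg1 and Zyx, chosen after their values were seen) and 30 for genotype by compartment. Epithelium and stroma shared 1 gene, and so did the 2 age classes of epithelium. Klf9 in stroma was -1.45, against -1.46 with edgeR, and was called, with a DESeq2 adjusted p of 0.00409 against 6.51e-06 to 1.00 over its alternatives. The cause of the difference between edgeR and DESeq2 was not tested.

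With the likelihood ratio test over regions as independent the calls were 1692 in epithelium, 819 in stroma, 2839 in younger and 217 in older epithelium, 1790 in younger and 132 in older stroma, 468 and 625 for genotype by age in epithelium and stroma, and 149 for genotype by compartment. The overlaps were 305 between compartments, 72 between age classes of epithelium and 36 of stroma. Klf9 was -0.60 in epithelium and -1.12 in stroma and Il33 in older epithelium 1.43, each called, with folds nearer 0 than the -0.65, -1.46 and 1.44 of edgeR. On simulated regions this test called 1281 unchanged genes in epithelium, so counts of this kind could come from regions of a mouse being treated as independent.

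With limma over regions as independent the calls were 1064 in epithelium, 480 in stroma, 1761 in younger and 45 in older epithelium, 1011 in younger and 1 in older stroma (Klf9), 56 and 44 for genotype by age, 2 for genotype by compartment (Afap1 and Atp6v1d) and 8636 for compartments. The overlaps were 150, 9 and 1. Klf9 was -0.76 in epithelium and -1.29 in stroma, both called from regions taken as independent, and Il33 in stroma reversed to -0.0144. With the mouse as a random block 8 genes were called in stroma, 22 in younger epithelium, 46 in younger stroma, 17 for genotype by compartment and 8865 for compartments, and Klf9 in stroma was -1.44 and was called. The genes named here were chosen after their values were seen.

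On the first plate alone 1 gene was called in younger epithelium (Sgk1) and 9398 between compartments. Il33 in stroma reversed to -0.20. In list scores 1 test passed in epithelium, and the signs reversed for smooth muscle (-0.0934), fibrosis (-0.32), T cell (-0.00324) and macrophage (-0.38) in epithelium and for smooth muscle (0.37), T cell (0.12) and proliferation (-0.0470) in stroma. The share of variance between mice was 32.8%. With DESeq2 on the first plate the calls were 28 in epithelium, 2 in stroma (Klf9 and Sult1d1), 17 in younger and 13 in older epithelium, 1 in younger (Jchain) and 9 in older stroma, 1 for genotype by age in stroma (Adamts5), 1 for genotype by compartment (Ccn2) and 9288 for compartments. The overlaps were 2 between compartments and 1 between age classes of epithelium. Klf9 was -1.07 in epithelium and -1.32 in stroma and Il33 in older epithelium 2.11, each called, and Il33 in stroma reversed to -0.19. Limma on first-plate means called 1 gene in stroma (Klf9, -1.64) and gave Il33 in stroma as -0.37.

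With limma over first-plate regions as independent the calls were 2015 in epithelium, 98 in stroma, 815 in younger and 37 in older epithelium, 432 in younger and 6 in older stroma, 20 and 17 for genotype by age, 1 for genotype by compartment (Kidins220) and 10265 for compartments. The overlaps were 47, 3 and 1. Klf9 was -1.01 in epithelium and -1.43 in stroma and Il33 in older epithelium 2.21, each called, and Il33 in stroma reversed to -0.62.

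On the second plate alone 0 genes were called between compartments. The signs reversed for Il33 in younger epithelium (-0.43), Thra in stroma (-0.11), Col1a1 (0.24) and Dcn (0.0920) between compartments, the columnar (-0.16) and proliferation (-0.26) scores of epithelium and the thyroid hormone score of stroma (0.00841). The share of variance between mice was 12.6%. These values are in line with the displaced labels tested below, where 57 of 57 regions of the stretch lay on the side of the next label.

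With the stretch of second-plate wells left out 4 genes were called in younger epithelium (Gsdmc2, Ifitm10, Ovgp1 and Sgk1), 1 in younger stroma (Cpne5), 4 in older stroma (Ano2, BC055324, Setdb1 and Snx24) and 9362 between compartments. Il33 in stroma reversed to -0.23. In list scores 1 test passed in epithelium, and the signs reversed for smooth muscle (-0.14), fibrosis (-0.59) and macrophage (-0.46) in epithelium and smooth muscle (0.36), fibrosis (0.0372) and proliferation (-0.0784) in stroma. The genes were chosen after their values were seen.

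With age as a covariate 6 genes were called in epithelium. With only the mice of the class in the fit 4 were called in younger epithelium (Gsdmc2, Lrp2, Npl and Slc2a3), and with the run of animal numbers as a covariate 1 in epithelium (Sec23b), all chosen after their values were seen. With a log2 fold change over 0.5 the compartment calls fell to 2446. Under upper-quartile scaling the median gene of the genotype by compartment effect shifted to 0.11, from 0.03 with TMM, and 0 genes were called with either.

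For the paired comparisons, with no replicate block 0 genes were called for genotype by compartment and 3888 for compartments, against 5631 with the mouse as a block. Col1a1 was no longer called, at -0.89 with an edgeR adjusted p of 0.0793.

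In list scores all members together reversed columnar (-0.00833), fibrosis (-0.0745) and macrophage (-0.0160) in epithelium. Mean Q3 values reversed fibrosis (-0.10) and macrophage (-0.0615) in epithelium and proliferation in stroma (-0.10), and z-scores reversed columnar in epithelium (-0.0268). Mice aged 4 to 6.3 months reversed smooth muscle (0.0345) and macrophage (0.32) in stroma. Subtraction of the negative-probe level reversed squamous (-0.15), smooth muscle (-0.37), fibrosis (-0.31), T cell (-0.32), macrophage (-0.56) and proliferation (-0.12) in epithelium and proliferation in stroma (-0.000123). Camera with the preset correlation gave 4 lists in epithelium and 6 in stroma.

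With each mouse left out the calls ran from 0 to 235 in stroma (235 without WT5 and 2, Epha4 and Vgll3, without PV6), from 0 to 7 in younger epithelium (7 without PV4 and 3, Pla2g4a, Sec23b and Sgk1, without WT4), from 0 to 28 in older epithelium (28 without PV3 and 5, Asprv1, Klk11, Krt15, Krt17 and Nlrp3, without PV6), from 0 to 17 in younger stroma (without WT7), from 0 to 679 in older stroma (679 without WT5, 11 without PV6 and 1, Agr2, without PV3), from 0 to 1 for genotype by age in epithelium (Krt15, without PV6), from 0 to 3 for genotype by age in stroma (Cntn3, Setdb1 and Snx24, without PV6) and from 0 to 15 for genotype by compartment (without WT5). The named genes were chosen after their values were seen. Compartment calls ran from 4672 to 6068. Klf9 in stroma ran from -1.84 to -1.30 and was called without WT5 (-1.55), and Il33 in younger epithelium from -0.23 without WT7 to 0.85, with -0.10 without PV5. The share of variance between mice ran from 13.8% without PV2 to 17.7%. The scores of epithelium ran from -0.0206 to 0.17 for columnar, -0.27 to 0.32 for fibrosis, -0.12 to 0.30 for macrophage, -0.0814 to 0.29 for proliferation, -0.0843 to 0.35 for smooth muscle and -0.56 to 0.0666 for fibroblast, and those of stroma from -0.23 to 0.00923 for T cell, -0.24 to 0.0723 for gland and -0.19 to 0.0433 for smooth muscle.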

Other observations

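The tests in this part were chosen only after the results were seen, except for the tests of the thyroid hormone response list without Klf9 and of the negative probes, which were written before their values were computed.

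The labels of a stretch of the second plate do not go with the tissue in its wells. In a stretch of 57 wells, which begins right after the 1 well that is not analysed here, 57 of 57 regions lay on the marker side of the next well's label and 21 of 57 on that of their own, while other shifts along the plate gave 20 to 33. A shift by 1 well on the first plate gave 47 of 94. Mouse identity moved in the same way. In 21 regions of the stretch the own and the next label name different mice, and 21 of 21 correlated better with the first-plate profile of the mouse of the next label (median 0.58 against 0.01). The nearest first-plate mouse was that of the next label in 56 of 57 regions and that of the own label in 36 of 56. In the rest of the second plate these were 19 of 30 and 20 of 29. Only 1 region there could be compared between mice, and it too was closer to the next label (0.56 against -0.03). The mouse profiles therefore do not settle the labels outside the stretch. The values speak against regions that mix both compartments, as 8 of 39 off-label regions lay between the first-plate ranges, and against low depth, as their median count was 735082 against 655031 on the first plate. Labels displaced by 1 well are the candidate explanation, and the next label differs from the own one in compartment for 36, in mouse for 21 and in genotype for 18 of the 57 regions. The own labels of the stretch name each PV mouse except PV2, but of the WT mice only WT2, WT3, WT4 and WT5. The displacement thus falls unevenly on the genotypes, which limits PV against WT values over both plates. Whether the displacement arose in the labels alone or also stands in the study's own comparisons is unknown, and no genotype test was run on shifted labels. The ends of the stretch were chosen from the same values, while the mouse profiles came from the first plate.

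Lower Klf9 in PV stroma held against each technical explanation that was tested. It was -1.31 on the first plate, which speaks against displaced labels, and the columnar score of stroma differed by 0.0312 there, which speaks against epithelial cells in the stroma of PV mice. It was -1.62 after subtraction of the negative-probe level, -1.49 with age as a covariate and -1.30 at the nearest to 0 with 1 mouse left out. In first-plate epithelium Klf9 differed by -1.19 in mean log2 CPM and by -0.79 after a stroma share estimated from Dcn had been subtracted (6 of 6 PV mice below the WT median, exact permutation p 0.005), which speaks against stromal RNA as the whole cause. From these regions alone, lower Klf9 with the mutant receptor is thus a hypothesis of a biological difference, found and tested on the same 14 mice. Outside these regions the paper reported lower Klf9 mRNA and protein in mutant uterus by quantitative PCR and western blot. It also reported lower signal by RNAscope and immunohistochemistry. Those experiments were not examined here. The thyroid hormone response list of first-plate epithelium differed by -0.32 with all members and by -0.20 without Klf9 (6 of 6 below). The exact permutation p without Klf9 was 0.0206, not adjusted over the list scores. Klf9 thus carried part of the difference, and the remainder speaks against Klf9 alone moving the score. Whether the list would pass without Klf9 after adjustment was not tested. The stroma share was not subtracted from the other members, so stromal RNA stays open for that remainder.

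Higher Il33 in PV stroma, 1.03 over both plates, was -0.20 on the first plate, and the higher columnar score of PV stroma, 1.38 over both plates, was 0.0312 there. Displaced labels are a candidate explanation of both. The 235 stroma calls without WT5 fell to 0 without WT5 on the first plate. That plate also has fewer regions and no WT6 stroma, and fewer simulated changes were recovered in its stroma. The lost calls therefore cannot tell displaced labels from lower power. On the first plate without each mouse in turn Klf9 ran from -1.27 to -0.97 in epithelium and from -1.76 to -1.20 in stroma. The edgeR calls of these fits ran from 0 to 6 in epithelium, with 6 without PV6 and 6 without WT5. In stroma they ran from 0 to 1, and Klf9 was called without PV4 (-1.76, edgeR adjusted p 0.00588 over all genes).

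Of 100 divisions of the mice, the real one included, 100 gave at least as many edgeR calls as PV against WT in epithelium, 100 in stroma and 100 for genotype by compartment, since the real count was 0, and the highest counts of another division were 152, 6 and 171. With compartment labels swapped within mice 1 of 100 divisions, the real one, gave 5631 calls, and the highest other count was 1388, so chance can be excluded there. With DESeq2 16 divisions gave at least 30 calls in epithelium (highest 382) and 22 at least 13 in stroma (highest 619). With limma over regions 60 gave at least 1064 in epithelium (highest 6313), 43 at least 480 in stroma (highest 4264) and 40 an overlap of at least 150 (highest 2974). With edgeR on the first plate 100 did in epithelium (highest 1099) and 100 in stroma (highest 19). Over first-plate regions limma gave at least 2015 calls in epithelium in 31 divisions (highest 5357) and at least 98 in stroma in 57 (highest 3588). Where the count of PV against WT was 0 each division had to reach it, so those 5 counts decide nothing about chance. For the genotype counts of DESeq2 and of limma over regions chance cannot be excluded. Divisions with several times the count of PV against WT, such as 382 against 30 with DESeq2, point to a structure of the mice other than genotype.

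Divisions with many calls shared mice with neighbouring animal numbers, so the run WT7, PV1, WT4, PV4, PV5 and PV6 (4 PV and 2 WT) was set against the other mice. It gave 185 calls in epithelium, 174 of them lower in the run, and 220 in stroma, 219 of them lower. The counts moved with the processing. By limma on per-mouse means they were 1176 and 257 (1169 and 257 lower). By DESeq2 they were 281 and 503, less one-sided at 232 and 401 lower. With upper-quartile scaling they were 169 and 948 (165 and 947 lower). On the second plate alone the counts were 0 and 0 (316 and 998 at an unadjusted p under 0.05 by edgeR). With the share of receptor-probe counts as a covariate they were 0 and 0 by edgeR (630 and 406 unadjusted), which decides nothing, since that share itself differs between the run and the rest. With genotype as a covariate there were 1714 in epithelium and 481 in stroma, which speaks against genotype. Without a covariate the first plate alone gave 2026 and 236 (1576 and 225 lower), which speaks against displaced labels. With age as a covariate there were 48 in epithelium and 0 in stroma. The median log2 fold change of the genes called without age went from -0.74 to -0.84 in epithelium and from -0.78 to -0.80 in stroma, and the median standard error from 0.16 to 0.20 and from 0.17 to 0.22, so fewer genes passed because the standard errors grew, and the lost calls give no support to age. What part age has in single calls stays open, as most mice of the run are under 5 months. Olfactory and vomeronasal receptor probes held 0.887 ± 0.176% of the counts of epithelium in the run (n = 6) and 1.24 ± 0.255% in the others (n = 8), a difference of -0.353, and 0.939 ± 0.145% and 1.61 ± 0.477% in stroma. The run was chosen from expression values, so no p-value of these shares is given, and those of the negative probes hold only for a grouping fixed beforehand. With age as a covariate the difference was -0.471 ± 0.126 in epithelium and -0.864 ± 0.213 in stroma, which speaks against age as the cause of that shift. The negative-probe level per total count was lower in the run by a log2 difference of -0.35 in epithelium (exact permutation p 0.265) and -0.46 in stroma (exact permutation p 0.0213), so nonspecific probe signal stays open. Between PV and WT epithelium the shares were 1.18% and 1.02% (exact permutation p 0.342).

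The DEG of edgeR here were 0 in epithelium, 0 in stroma and 0 in both, and 0 in each age class and their overlaps. These are lower than the values quoted from the study above, which came from a likelihood ratio test over regions with a mixed model. The text of the paper and its supplement states no p adjustment or fold threshold for those counts, so the thresholds may differ from those here. Limma over regions with the mouse as a random block gave 0 in epithelium, 8 in stroma and 0 in both here. Those are lower too. The likelihood ratio test over regions as independent gave 1692, 819 and 305 here, and 2839 in younger epithelium and 1790 in younger stroma, with 72 and 36 genes shared by both age classes. Those are higher than the values quoted from the study above. It gave 217 in older epithelium, which is lower than the quoted value, and 132 in older stroma, which is near it. The ratio of WT to PV for Klf9 in epithelium was 1.57 here over both plates, which hold the displaced wells, and 2.13 on the first plate. In stroma it was 2.75 and 2.49. These are lower than the values quoted from the study above, in first-plate epithelium by little.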
